A study of Mus musculus with 194 samples.

How the data were processed

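The series measured transposon insertions in mouse brain by calling cards, a method in which a transposase, free or fused to a DNA-binding protein, inserts a reporter transposon at TTAA sequences near where it sits on the genome. Adeno-associated virus (AAV) was injected on postnatal day 0 to 1, per the labels' protocols, which do not name the transposase. In the self-reporting transposon (SRT) libraries the insertion was read from RNA, and in the BrokenHeart libraries from DNA by inverse PCR, per the labels' protocols. Per the labels' protocols, SRT cortices were divided into 10 parts that were isolated and indexed apart, and the series design in the labels states that these were combined into 1 deposited table per replicate. The Rbp4Cre animals have 2 libraries each, from whole forebrain by TRAP, per the labels, an abbreviation usually read as translating ribosome affinity purification. N2a is a mouse neuroblastoma cell line, and its 3 experiments were combined by the authors into 1 table, per the labels.

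The labels list 194 GEO samples, which the authors combined into 47 deposited tables, for 46 animals in 11 groups and the N2a line. Groups and replicate numbers were taken from the labels, and the animal was the replicate. Each deposited table holds 1 line per insertion with its chromosome, position, strand, barcode and read count. The read counts are raw counts as the authors deposited them, judged from their values: whole numbers of at least 1 whose totals differed between tables. The aligner, the genome build and the filters are not stated in the labels, and the tables have no header. The highest position on chromosome 1 was 195371097, which lies beyond the end of chromosome 1 in GRCm39, and the names of the unplaced sequences are not those of mm9. Coordinates were therefore read as GRCm38 and are given 1-based. Starts in the BrokenHeart tables were shifted by 1 against the SRT tables: between 53.2% and 55.3% of BrokenHeart insertions lay on an SRT position after a shift of -1, against at most 0.438% at any other offset from -3 to 3. They were moved accordingly.

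An insertion was counted as 1 line of a table, so that the same position seen in several parts of a cortex counts several times. The count of insertions was compared between groups on a log10 scale with an exact two-sided permutation test over all splits of the animals, with Benjamini-Hochberg adjustment over 5 tests. The share of insertions near genes was compared by the same test on percentages, over 4 tests. The plan named transcription start sites. The gene table used (RefSeq genes of GRCm38.p6, 49997 genes) gives gene spans without strand, so the share within 1 kb of either end of a protein-coding gene was used in its place, over 21627 protein-coding genes on chromosomes 1 to 19 and X. Positions within 1 kb of such a gene end make up 2.98% of the genome length. Exons, introns and untranslated regions were not annotated here.

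For tests along the genome, insertions were counted in 50 kb windows of chromosomes 1 to 19 and X. The windows were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, its low-count filter and only the 2 groups compared in each model. An adjusted p (Benjamini-Hochberg) under 0.05 was the threshold. The same test was run on gene loci, each a protein-coding gene body with 10 kb on each side. Neighbouring loci overlap and can share insertions. Lists of neuron and astrocyte marker genes were tested with fry in limma 3.58.1, and each list's median was placed among 10000 random lists matched on mean count in 20 bins. An oligodendrocyte list is described beside them. Normalised counts are insertions in CPM after TMM scaling. The named windows were, for each comparison, the 3 with the highest and the 3 with the lowest log2 fold change. They had to pass the threshold, to have animals of the compared groups that did not overlap in normalised count, and to lie at or above the median window by mean normalised count, with neighbours within 200 kb skipped. For gene loci the rule named 5 and 5, without overlapping loci. In the results, the largest and lowest changes are those among windows or loci that met this rule. Where every animal of a group had 0 insertions in a window, a fold is given only as a lower bound against a floor of 3 counts over the group. Groups, the tests of the report, the marker lists and the naming rule were fixed before the data were examined. So were the alternatives, except for 9 of them and the run of DESeq2 without Frontflip animal 3.

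Each window model was tested on simulated counts drawn from the real means and library sizes with 200 windows changed 3-fold. The changed windows, and likewise the changed gene loci, lay at or above the median total count. Recovery below that median was not measured. The model recovered 100% of the changed windows for Syn1Cre against GFAPCre, 91.5% for Syn1Cre against Syn1CreNeg, 99% for GFAPCre against GFAPCreNeg and 94% for SP1 at P28 against Syn1Cre. For SP1 at P10 against Syn1Cre it recovered 48.5%, for P28 against P10 and for BrokenHeart against C57bl6J 92% each, for Rbp4Cre_TRAP 37% and for Frontflip 74%, and for the gene loci 100%. False calls made up between 2.63% and 10.4% of the calls. Insertions per table ran from 2341 to 2186743 and reads from 5840 to 19960706. Binomial intervals cover counting error only, since reads carry no molecular identifier.

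Replicates were compared in pairs within each group. No 2 animals of a group shared more than 36.4% of the smaller table's lines by position, strand and barcode. No table was therefore a copy of another of its group. In the shallow groups the counts per window of some pairs differed by no more than sampling noise. The lowest chi-square over its degrees of freedom was 0.844 in Frontflip_GFAPCreNeg, 0.875 in Rbp4Cre_TRAP and 0.982 in the SP1 P28 group. Every animal was kept as a replicate.

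The labels show 2 technical divisions. GEO samples that list parts of several animals define shared sequencing pools. No pool held animals of both groups for Syn1Cre against GFAPCre, Syn1CreNeg, Rbp4Cre_TRAP or the SP1 groups, for BrokenHeart against C57bl6J, or for Frontflip against GFAPCre, so in these the pool and the group cannot be told apart. The labels of Syn1Cre and Syn1CreNeg animals 4 to 6, of the Frontflip groups and of N2a are written in a different layout (later) from the rest (earlier). Alternatives tried were DESeq2 1.42.0, total insertions in place of TMM, no filter, windows of 10 kb and 200 kb, a minimum of 2 reads per insertion, distinct positions, a minimum of 2-fold, the replicate number as a block, autosomes, leaving out in turn each animal of the groups of 4 or fewer, the layouts, the shared pools, equal depth and, for the Frontflip against FLEX yields, a permutation with the mean difference between constructs removed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.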

Results

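Transposon insertions were mapped in the brain of mice given calling card AAV on postnatal day 0 to 1. C57bl6J mice received Cre-independent viruses. The other SRT groups are named by a Cre line: Syn1Cre, a line used to express Cre in neurons, and GFAPCre, a line used to express it in astrocytes, each with a Cre-negative group (Syn1CreNeg and GFAPCreNeg). The virus of these groups is called FLEX here, a name for a Cre-dependent construct that the labels do not give. The labels name a further construct, Frontflip, in GFAPCre mice and Cre-negative controls. Further Syn1Cre groups are labelled SP1, the name of a transcription factor, with P10 or P28, read here as postnatal day 10 or 28. The labels do not describe the SP1 construct, which in calling cards is a transposase fused to the factor. Syn1Cre, Syn1CreNeg, GFAPCre and GFAPCreNeg had 6 animals each. SP1 at P28 and Rbp4Cre_TRAP had 4 each, SP1 at P10, BrokenHeart and both Frontflip groups had 3 each, and C57bl6J had 2.

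Depth differed widely between groups. The C57bl6J animals had 1866347 ± 453108 insertions (SD, n = 2), from 4836952 and 8887609 reads. Syn1Cre animals had 928852 ± 343651 insertions (SD, n = 6) from 2329351 to 15255197 reads, and GFAPCre animals 866950 ± 342788 (SD, n = 6) from 5255881 to 19960706 reads. SP1 animals at P28 had 270775 ± 210642 insertions (SD, n = 4) from 3483231 to 18317049 reads, and at P10 90649 ± 4312 (SD, n = 3) from 1614550 to 3048338 reads. The BrokenHeart animals had 66327 ± 28703 insertions (SD, n = 3) from 562094 to 645427 reads. The Rbp4Cre_TRAP animals had 42958 ± 14196 (SD, n = 4) from 55923 to 124786 reads. Syn1CreNeg animals had 2340322 to 14191250 reads, GFAPCreNeg animals 4115885 to 13530958, Frontflip_GFAPCre animals 284122 to 394525 and Frontflip_GFAPCreNeg animals 5840 to 34975. At most 0.0818% of a table's insertions lay outside chromosomes 1 to 19 and X.

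The first question was how far insertion depended on Cre. Syn1Cre animals held 3.84 times the insertions of Syn1CreNeg animals by geometric means, and Syn1CreNeg animals held 294779 ± 209403 (SD, n = 6). The difference exceeded the spread between animals, with 5 of 6 Syn1Cre animals above every Syn1CreNeg animal (exact two-sided permutation test, p = 0.00649, adjusted p = 0.0162). The Syn1CreNeg animals fell apart by label layout, with 97519 to 119059 insertions in animals 1 to 3 and 417832 to 556145 in animals 4 to 6. Within the earlier layout the log10 difference was 0.885 (exact p = 0.1) and within the later layout 0.283 (exact p = 0.3), where 3 animals against 3 cannot give an exact p below 0.1. Syn1Cre animal 5 in the later layout had 443158 insertions, which lay within the range of the Syn1CreNeg animals of that layout. No sequencing pool held both groups, so pool and Cre status cannot be told apart here.

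GFAPCre animals held 2.01 times the insertions of GFAPCreNeg animals, which had 429301 ± 130882 (SD, n = 6). Every GFAPCre animal lay above every GFAPCreNeg animal, and the exact two-sided p was 0.00216, the smallest this design allows (adjusted p = 0.0108). Among the animals that shared a sequencing pool with the other group the log10 difference was 0.270 (exact p = 0.0571). The groups did not overlap there either, so no split with GFAPCre higher gives a smaller p. With the Frontflip design, Cre-positive animals held 176543 ± 25168 insertions (SD, n = 3) and Cre-negative animals 5869 ± 3634 (SD, n = 3), a ratio of 34.9. The exact two-sided p was 0.1, the smallest possible with 3 animals against 3. The Cre effect was 17.4 times as large under Frontflip as under FLEX in GFAP animals, and permuting the construct within Cre status gave an exact p of 0.0845 (adjusted p = 0.1), not past the threshold. That permutation also shuffles the lower overall yield under Frontflip, so its p does not show the ratios to be alike. With the mean difference between the constructs removed first, an alternative chosen after seeing the data, the permutation p was 1.42e-04, the smallest possible. In the permutation fixed before, without Frontflip_GFAPCreNeg animal 1 the exact p was 0.0417. The design of the virus and the sequencing pools cannot be told apart in that comparison. Reads differed as well, with 5840 to 34975 in Frontflip_GFAPCreNeg animals and 284122 to 394525 in Frontflip_GFAPCre animals. The median was 1 to 2 reads per insertion in these animals. Yields were not compared at equal reads there, so how much of the ratios of 34.9 and 17.4 reflects read depth stays open. SP1 animals at P28 held 2.44 times the insertions of those at P10, a difference not past the threshold (exact two-sided p = 0.0571, adjusted p = 0.0952). Every P28 animal lay above every P10 animal (lowest 108965, highest 95331), so no split with P28 higher gives a smaller p. The smallest exact p of the design, 0.0286, needs a split with P10 higher.

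**Figure D1:**
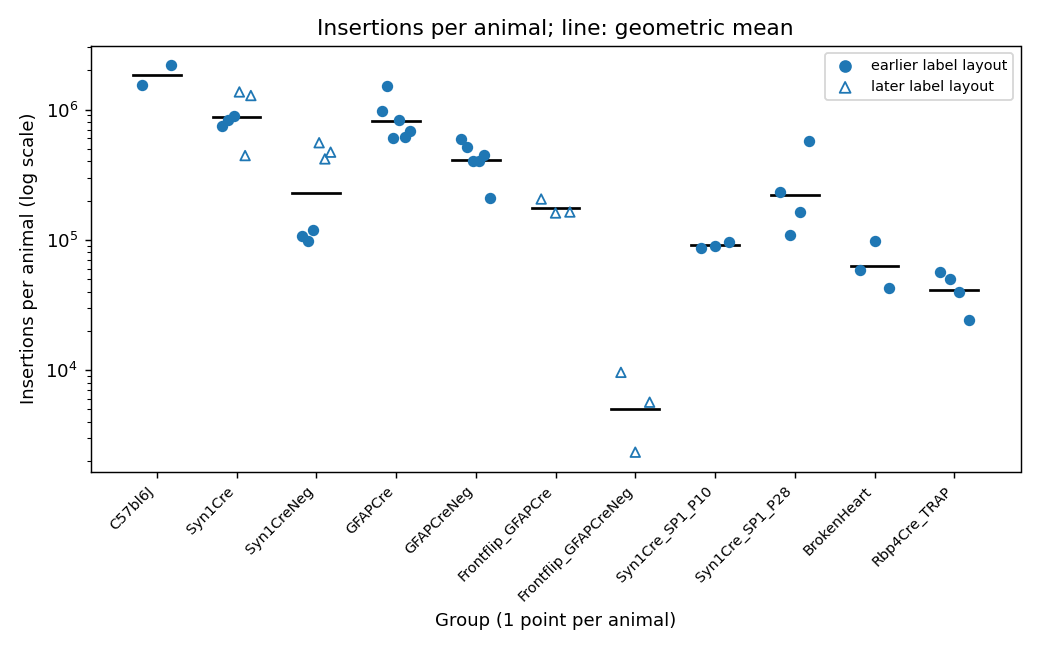
Insertions per animal on a log axis for the 11 animal groups, with a line at each group's geometric mean and the marker showing the label layout. The Frontflip_GFAPCreNeg animals lie lowest, between 2341 and 9601 insertions, and the Syn1CreNeg animals split by layout.

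Calling cards with a fused transcription factor are used to record where the factor binds, so the share of insertions near gene ends was compared between the SP1 groups and Syn1Cre animals. In Syn1Cre animals 7.67% ± 0.443 of insertions (SD, n = 6) lay within 1 kb of a protein-coding gene end, against 2.98% of the genome length. The share was 19.8% ± 2.47 (SD, n = 4) with SP1 at P28 and 22.8% ± 1.10 (SD, n = 3) with SP1 at P10. Both SP1 groups lay above every Syn1Cre animal, by 12.1 percentage points at P28 (exact two-sided p = 0.00476, adjusted p = 0.0190) and by 15.2 at P10 (exact two-sided p = 0.0119, adjusted p = 0.0238). These p-values are the smallest the designs allow. No sequencing pool held SP1 and Syn1Cre animals. The alternative that moved the P28 difference most was counting distinct positions, at 7.56 percentage points (exact p = 0.00476). The difference of P28 minus P10 was -3.04 percentage points and was not past the threshold (exact two-sided p = 0.114, adjusted p = 0.114). BrokenHeart animals had 9.00% ± 0.760 (SD, n = 3) near gene ends and C57bl6J animals 6.60% ± 0.256 (SD, n = 2), with an exact two-sided p of 0.1, the smallest possible (adjusted p = 0.114). Within P28 the share fell from 22.4% at 108965 insertions to 16.6% at 577609, and within BrokenHeart from 9.86% at 42511 to 8.42% at 98197. Within P10 it did not fall, with 21.6% at 86842 and 23.5% at 95331. Shares were not compared at equal insertions. How far table size shapes the differences of P28 minus P10 and of BrokenHeart against C57bl6J stays open.

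**Figure D2:**
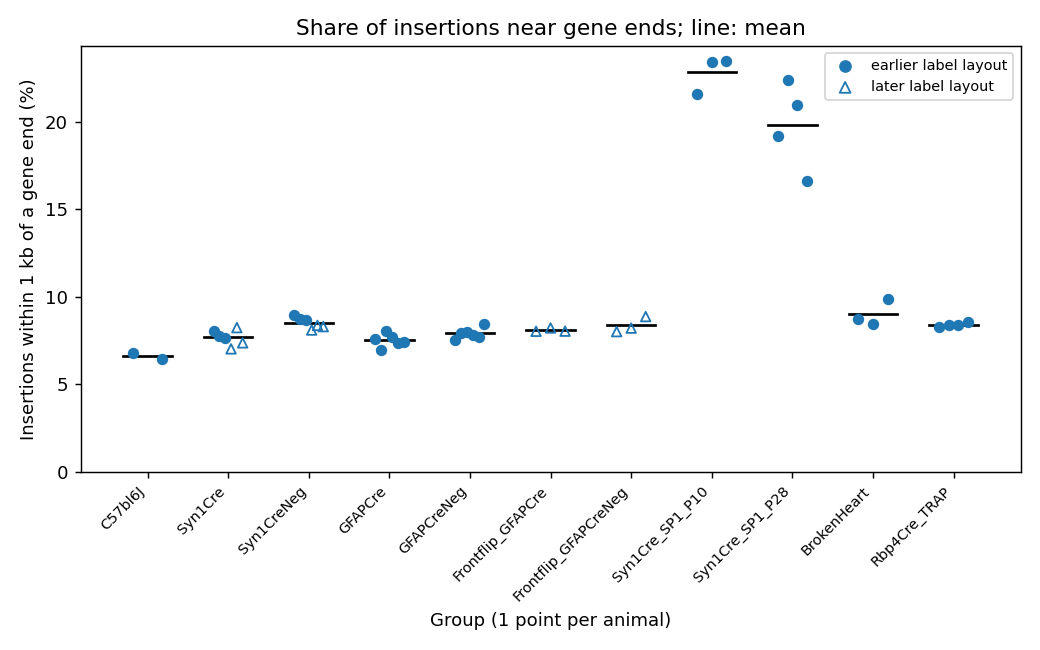
Percent of each animal's insertions within 1 kb of a protein-coding gene end, with a line at each group's mean. SP1 animals lie between 16.6% and 23.5%, and Syn1Cre animals between 7.01% and 8.23%.

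The N2a table held 806653 insertions from 10432676 reads. Of those on chromosomes 1 to 19 and X, 10.5% lay within 1 kb of a gene end (95% Wilson interval 10.4 to 10.5) and 43.5% inside genes. It pools experiments without separate values, so it entered no test.

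The comparison of Syn1Cre with GFAPCre asked where insertions differ between these 2 Cre lines. Their Cre-negative controls held insertions too, 294779 ± 209403 in Syn1CreNeg and 429301 ± 130882 in GFAPCreNeg (SD, n = 6 each). No such background was removed here, nor for the gene loci and marker lists below. Differences between the groups therefore need not come from cells that make Cre. Of 22468 windows tested, 639 passed the threshold in edgeR, 346 higher in Syn1Cre and 293 lower. No sequencing pool held both groups, so pool and group cannot be told apart. The count moved most with Syn1Cre animals 1 to 3 alone, which have the label layout of the GFAPCre animals, to 3091 windows. Leaving out Syn1Cre animal 5, an alternative chosen after seeing the data because exchanging that animal gave high counts in other splits, gave 1919. The named window with the largest increase held Sst (chromosome 16, 23850001 to 23900000). It had 54.1 ± 14.1 CPM in Syn1Cre and 7.83 ± 4.92 in GFAPCre (SD, n = 6 each). Its log2 fold change was 2.90 (SE 0.26, edgeR adjusted p = 9.55e-08). A window holding Dlx1, Dlx2 and Metap1d (chromosome 2, 71500001 to 71550000) had 578 ± 91.9 against 95.8 ± 13.2 (SD, n = 6 each), a log2 fold change of 2.60 (SE 0.15, adjusted p = 8.29e-11). A window in Nxph2 (chromosome 2, 23300001 to 23350000) had a log2 fold change of 2.48 (SE 0.21, adjusted p = 4.64e-08). The lowest named window, at -1.26, had no protein-coding gene and lay nearest Pabpc6 (chromosome 17, 9800001 to 9850000, SE 0.23, adjusted p = 0.00233). Next was -1.23 at Vit (chromosome 17, 78500001 to 78550000, SE 0.20, adjusted p = 8.35e-04). A window nearest Tmem182 lay at -1.17 (chromosome 1, 41400001 to 41450000, SE 0.21, adjusted p = 0.00234). Some windows past the threshold but outside the naming rule went further, for example to 2.93 (chromosome 6, 9800001 to 9850000). Another lay at -2.16 (chromosome 4, 22800001 to 22850000). At distinct positions the Vit window and the window nearest Tmem182 were no longer past the threshold.

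By gene locus, 255 of 11640 loci passed the threshold in edgeR, 146 higher in Syn1Cre and 109 lower. Of 100 splits of these 12 animals, 5 gave as many loci. Among the named loci with higher counts, log2 fold changes ran from 2.18 at Sp9 (SE 0.19, adjusted p = 1.72e-08) to 2.53 at Dlx1 (SE 0.13, adjusted p = 1.50e-12), with Maf at 2.47, Dlx5 at 2.35 and Nxph2 at 2.30 between them. Dlx1 (chromosome 2, 71528113 to 71533981) had 426 ± 59.1 CPM in Syn1Cre and 74.5 ± 14.6 in GFAPCre (SD, n = 6 each). The lowest were Vit at -1.10 (SE 0.15, adjusted p = 6.62e-05) and Smc4 at -1.08 (SE 0.16, adjusted p = 2.53e-04), followed by Vezf1 at -0.73, BC052040 at -0.73 and Taf1b at -0.71. Vezf1 was not past the threshold over gene bodies without flanks, nor Taf1b at distinct positions.

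Among 20 neuron marker loci the median log2 fold change of Syn1Cre over GFAPCre was 0.15 and the mean 0.30, with 14 of 20 higher in Syn1Cre. The rotation test fry gave p = 0.00171, and 9999 of 10000 random lists matched on mean count had a lower median. Adjusted over all loci, 3 neuron loci passed the threshold, and adjusted over the list alone, 6 did. The largest were Gad2 at 1.95 (SE 0.22, adjusted p over all loci 1.88e-06) and Gad1 at 1.80 (SE 0.23, adjusted p 2.20e-05), and the third was Bcl11b at 0.36 (SE 0.09, adjusted p 0.0382). At distinct positions the list's fry p was 0.0602. Among 19 astrocyte loci the median was -0.30 and the mean -0.35, with 1 of 19 higher in Syn1Cre, and fry gave p = 0.255. Only 1 of the 10000 random lists had a lower median. No astrocyte locus passed the threshold over all loci (edgeR), and Cst3 at -0.98 (SE 0.27) passed it when adjusted over the list alone (adjusted p 0.0228). Under camera with its preset correlation both lists passed, the neuron list at p = 6.26e-06 and the astrocyte list at p = 5.22e-04. The neuron call held under fry and the astrocyte call did not. The astrocyte loci spread widely between Syn1Cre animals, for example 396 ± 303 CPM at Slc1a3 against 626 ± 200 in GFAPCre (SD, n = 6 each). Syn1Cre animal 5 stood apart from its group across windows. Its pairs had a chi-square over degrees of freedom of 3.57 to 4.90, against 1.13 to 2.55 in the other Syn1Cre pairs. The marker lists were not tested without that animal alone, so its part in this spread stays open. Of the oligodendrocyte list, 6 loci were tested, with a median of -0.02 and a mean of -0.25 (fry p = 0.101). Adjusted over the list alone, Olig1 at -1.04 (SE 0.34) and Olig2 at -1.02 (SE 0.34) passed the threshold (edgeR, adjusted p 0.0178 each), and adjusted over all loci they did not (0.111 and 0.115). The other loci ran from -0.11 at Mbp to 0.51 at Mog.

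**Figure D3:**
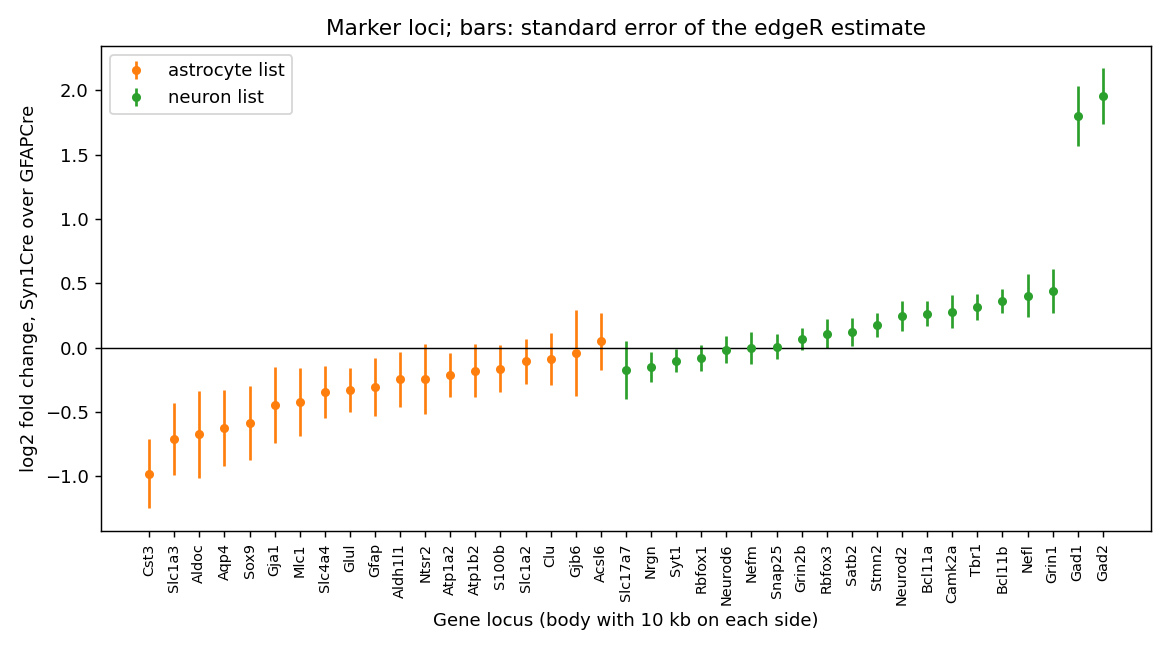
Log2 fold change of insertions at each marker gene locus, Syn1Cre over GFAPCre, with bars of the standard error from edgeR. Gad2 at 1.95 and Gad1 at 1.80 lie apart from the other neuron loci, and the lowest astrocyte locus is Cst3 at -0.98.

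The Cre-positive groups were also compared with their Cre-negative controls. For Syn1Cre against Syn1CreNeg, 4533 of 14950 windows passed the threshold in edgeR, 1838 higher in Syn1Cre and 2695 lower. Scaling by total insertions moved the share of higher windows from 40.5% to 65.1%, and the median log2 fold change of all windows from 0.05 to 0.25, so directions here are relative to TMM scaling. With the label layout as a block 4437 windows passed. The Dlx1 and Dlx2 window had 635 ± 97.8 CPM against 118 ± 26.4 (SD, n = 6 each), a log2 fold change of 2.42 (SE 0.20, adjusted p = 2.00e-08). Windows in Erbb4 (chromosome 1, 69100001 to 69150000) and Nxph1 (chromosome 6, 8950001 to 9000000) had log2 fold changes of 2.29 (SE 0.29, adjusted p = 5.69e-06) and 2.26 (SE 0.24, adjusted p = 1.81e-06). The lowest were -2.17 at Pla2g7 and Ankrd66 (chromosome 17, 43550001 to 43600000, SE 0.28, adjusted p = 6.59e-06), -2.10 at Atp13a4 (chromosome 16, 29500001 to 29550000, SE 0.29, adjusted p = 1.17e-05) and -2.06 at Slc39a12 (chromosome 2, 14350001 to 14400000, SE 0.30, adjusted p = 1.87e-05).

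For GFAPCre against GFAPCreNeg, 1040 of 16934 windows passed the threshold in edgeR, 203 higher in GFAPCre and 837 lower. Scaling by total insertions moved the share of higher windows from 19.5% to 39.3%, and DESeq2 moved it to 8.87%. Only the animals with shared pools, with the pool as a block, gave 212 windows, and leaving out GFAPCre animal 3, chosen after seeing the data for the same reason as Syn1Cre animal 5, gave 1750. The largest decreases were -1.41 at Dio2 (chromosome 12, 90700001 to 90750000), with 153 ± 51.3 CPM in GFAPCre and 416 ± 171 in GFAPCreNeg (SD, n = 6 each, SE 0.21, adjusted p = 2.45e-04), -1.40 at Npas3 (chromosome 12, 53750001 to 53800000, SE 0.20, adjusted p = 2.19e-04) and -1.38 at Phka1 (chromosome X, 102550001 to 102600000, SE 0.26, adjusted p = 0.00192). The largest increases were 0.98 at Snrpn (chromosome 7, 60450001 to 60500000, SE 0.20, adjusted p = 0.00335), 0.94 in a window nearest Arpp21 (chromosome 9, 112800001 to 112850000, SE 0.21, adjusted p = 0.00608) and 0.90 at Cbln1 (chromosome 8, 87450001 to 87500000, SE 0.20, adjusted p = 0.00644). Snrpn and Cbln1 were not past the threshold at distinct positions, nor Snrpn among the pool-sharing animals.

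For SP1 at P28 against Syn1Cre, 8050 of 20635 windows passed the threshold in edgeR, 4167 higher with SP1 and 3883 lower. Scaling by total insertions moved the share of higher windows from 51.8% to 39.4% and the median of all windows from -0.12 to -0.28. With every animal thinned to the insertions of the shallowest, 1301 of 2350 windows passed. The largest increase was 4.54 in a window holding Cyhr1, Kifc2, Foxh1, Ppp1r16a and Gpt (chromosome 15, 76650001 to 76700000), with 284 ± 66.7 CPM (SD, n = 4) against 12.4 ± 4.54 (SD, n = 6, SE 0.23, adjusted p = 4.80e-13). Next were 4.52 at Limk1 (chromosome 5, 134650001 to 134700000, SE 0.21, adjusted p = 1.51e-13) and 4.46 at Tubb6 and Afg3l2 (chromosome 18, 67400001 to 67450000, SE 0.27, adjusted p = 5.17e-12). The lowest windows held no protein-coding gene. They were nearest Hsfy2 (chromosome 1, 56300001 to 56350000) at -3.15 (SE 0.54, adjusted p = 6.30e-05, with 5 insertions over the SP1 animals), Nr4a2 (chromosome 2, 56550001 to 56600000) at -3.11 (SE 0.39, adjusted p = 8.02e-07) and Mef2c (chromosome 13, 83450001 to 83500000) at -2.90 (SE 0.32, adjusted p = 8.39e-08). The window nearest Hsfy2 lay at -4.99 without SP1 animal 1 and at -2.35 without SP1 animal 4, and without the latter those nearest Nr4a2 and Mef2c lay at -4.33 and -3.49.

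For SP1 at P10 against Syn1Cre, 5749 of 23744 windows passed in edgeR, 2503 higher with SP1 and 3246 lower. The median of all windows was -0.47. DESeq2 moved the share of higher windows from 43.5% to 53.8%. Leaving out an SP1 animal gave 3521 to 3803 windows, the lowest without animal 3. The Limk1 window again rose, with 555 ± 95.2 CPM (SD, n = 3) against 16.1 ± 4.02 (SD, n = 6) and a log2 fold change of 5.08 (SE 0.23, adjusted p = 4.42e-16). A window nearest Zfp958 (chromosome 8, 4650001 to 4700000) had 24 insertions over the SP1 animals and 4 over the Syn1Cre animals, and one at Crlf2 (chromosome 5, 109550001 to 109600000) had 22 and 7, with log2 fold changes of 6.54 (SE 0.62, adjusted p = 1.63e-09) and 5.73 (SE 0.62, adjusted p = 2.35e-08). Windows at Negr1 (chromosome 3, 157250001 to 157300000), nearest Hes1 (chromosome 16, 29950001 to 30000000) and at Lingo2 (chromosome 4, 36800001 to 36850000) had 0 insertions in the SP1 animals. Against the floor of 3 counts over the group they were at least 6.95-fold, 6.26-fold and 5.53-fold lower (edgeR adjusted p 7.73e-06, 3.23e-05 and 5.60e-05).

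SP1 at P28 was compared with P10 to see whether the sites changed with age at collection. Of 2500 windows tested, 398 passed in edgeR, 259 higher at P28 and 139 lower. DESeq2 gave 152, of which 77.6% were higher against 65.1% in edgeR. The count rested on single animals: it was 35 without P10 animal 3 and 626 without P28 animal 4. The largest increases were 2.12 at Nt5c2 (chromosome 19, 46900001 to 46950000, SE 0.42, adjusted p = 0.00570), 2.06 at Gjb2 and Gjb6 (chromosome 14, 57100001 to 57150000, SE 0.41, adjusted p = 0.00570) and 2.03 at Gpm6a (chromosome 8, 54750001 to 54800000, SE 0.29, adjusted p = 0.00121). Without P10 animal 3 the Gjb2 and Gjb6 window was not past the threshold. The lowest were -1.52 nearest G2e3 (chromosome 12, 51000001 to 51050000, SE 0.27, adjusted p = 0.00445), -1.51 nearest Mef2c (chromosome 13, 82900001 to 82950000, SE 0.19, adjusted p = 5.68e-04) and -1.49 at Arhgap15 (chromosome 2, 43950001 to 44000000, SE 0.28, adjusted p = 0.00445).

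BrokenHeart, read from DNA, was compared with the C57bl6J animals read from RNA. Of 1309 windows tested, 678 passed in edgeR, 350 higher in BrokenHeart and 328 lower. The median of all windows was -0.13 under TMM and -0.01 under total insertions. The count ran from 182 without C57bl6J animal 1 to 1390 without BrokenHeart animal 3. Among the named windows the largest increase was 4.22 at Sergef and Tph1 (chromosome 7, 46600001 to 46650000, SE 0.46, adjusted p = 1.09e-11). That window had 38 insertions over the BrokenHeart animals. Then came 3.51 nearest Tprg (chromosome 16, 25450001 to 25500000, SE 0.46, adjusted p = 3.17e-09). The window nearest Zfp648 lay at 2.98 (chromosome 1, 154100001 to 154150000, SE 0.40, adjusted p = 4.36e-09). The lowest were -2.94 nearest Cypt12 (chromosome 3, 17600001 to 17650000, SE 0.34, adjusted p = 1.79e-10), -2.91 at Gria2 (chromosome 3, 80750001 to 80800000, SE 0.38, adjusted p = 3.88e-09) and -2.70 at Bhlhe22 and Cyp7b1 (chromosome 3, 18050001 to 18100000, SE 0.39, adjusted p = 5.10e-08), with 10, 8 and 8 insertions over the BrokenHeart animals. Single BrokenHeart animals moved these sizes. The window at Sergef and Tph1 lay at 3.32 and that nearest Tprg at 2.79 without animal 1, and without animal 3 those nearest Tprg and Zfp648 lay at 2.89 and 1.75. Without animal 2 the window nearest Cypt12 lay at -4.08 and that at Gria2 at -3.73, the Gria2 value being the same without animal 3, and without animal 1 that at Bhlhe22 and Cyp7b1 lay at -3.49.

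Rbp4Cre_TRAP animals, whose libraries were made from whole forebrain by TRAP, were compared with Syn1Cre cortex. Tissue, RNA and Cre line differ together in this comparison. Of 20085 windows, 212 passed in edgeR, 18 higher in Rbp4Cre_TRAP and 194 lower. Scaling by total insertions gave 49.3% higher in place of 8.49%, and moved the median of all windows from -0.42 to -0.08. DESeq2 gave 33.5% higher. Leaving out a TRAP animal gave 93 to 143 windows, the lowest without animal 3. With Syn1Cre animals 1 to 3 alone, an alternative chosen after seeing the data, 115 of 363 windows passed. Without Syn1Cre animal 5, also chosen after seeing the data, 524 passed, including all 212. Windows nearest Tfec (chromosome 6, 16300001 to 16350000) and Adgrl2 (chromosome 3, 149900001 to 149950000) were higher by 2.02 (SE 0.28, adjusted p = 4.71e-05, 39 TRAP insertions) and 1.77 (SE 0.32, adjusted p = 0.00213, 35 TRAP insertions). A window at Thbd and Cd93 (chromosome 2, 148400001 to 148450000) had 124 ± 27.9 CPM (SD, n = 4) against 42.4 ± 8.02 (SD, n = 6, edgeR adjusted p = 0.0372, 20 TRAP insertions). It was not past the threshold when any single TRAP animal was left out, without the filter, or at a minimum of 2 reads, where the window nearest Adgrl2 also was not. Windows at Sp9 and Cir1 (chromosome 2, 73250001 to 73300000), Gjb2 and Gjb6, and Rtl1 (chromosome 12, 109550001 to 109600000) had 0 TRAP insertions and were at least 7.47-fold, 7.96-fold and 6.52-fold lower against the floor over the group (adjusted p 2.39e-04, 0.0387 and 0.00166). The Gjb2 and Gjb6 window had 145 ± 139 CPM (SD, n = 6) in Syn1Cre, where animal 5 had 428 CPM and no other animal over 106. Without animal 5 the bound was at least 4.85-fold (edgeR adjusted p = 4.87e-05; over the window's alternatives 6.33e-09 to 0.0951). The window was not past the threshold when any single TRAP animal was left out.

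Frontflip_GFAPCre was compared with GFAPCre; the label layout, the sequencing pool and the virus cannot be told apart here. Of 20135 windows, 307 passed in edgeR, 280 higher in Frontflip and 27 lower. Scaling by total insertions moved the share of higher windows from 91.2% to 77.5%, and the median of all windows from -0.03 to -0.16. Without Frontflip animal 3 edgeR gave 0 windows, with 1933 at an unadjusted p under 0.05. DESeq2 without that animal, a run chosen after seeing the data, gave 85. Without animal 2 edgeR gave 38. The largest increases were 1.74 at 1700012B07Rik (chromosome 11, 109750001 to 109800000, SE 0.25, adjusted p = 7.76e-04), 1.67 nearest Rgs21 (chromosome 1, 144450001 to 144500000, SE 0.34, adjusted p = 0.0121) and 1.65 at Lrig1 (chromosome 6, 94650001 to 94700000, SE 0.26, adjusted p = 0.00185). The lowest 3 named windows had 5 insertions each over the Frontflip animals. One at Rims2 lay at -2.06 (chromosome 15, 39150001 to 39200000, SE 0.52, adjusted p = 0.0359). One nearest Kcnh7 (chromosome 2, 63450001 to 63500000) had 11.4 ± 3.61 CPM (SD, n = 3) against 47.1 ± 6.90 (SD, n = 6, edgeR adjusted p = 0.0228). The window nearest Bche lay at -1.96 (chromosome 3, 73350001 to 73400000, SE 0.49, adjusted p = 0.0312). These 3 were not past the threshold when any single Frontflip animal was left out or at a minimum of 2 reads, and the window nearest Bche lay at -2.74 without animal 2. The 3 that rose were not past it without animal 3, nor was the window nearest Rgs21 at a minimum of 2 reads.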

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

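The alternatives without Syn1Cre animal 5, without GFAPCre animal 3, and with Syn1Cre animals 1 to 3 alone against Rbp4Cre_TRAP and both SP1 groups, and the Frontflip against FLEX permutation with the mean difference between constructs removed, were chosen after seeing the data. Syn1Cre animal 5 and GFAPCre animal 3 were picked because the other splits with the most windows exchanged them (against Rbp4Cre_TRAP, because of Syn1Cre animal 5's value in the Gjb2 and Gjb6 window), and leaving them out raised the counts, so the counts with every animal stand. The run of DESeq2 without Frontflip animal 3 was also chosen after seeing the data and is not in the counts below. The other alternatives were fixed before the data were examined. The 21 results that answer a comparison had 226 values under alternatives. None of these reversed direction among the yields, gene-end shares and marker lists, while for window and locus counts only the size of the count was compared. The 64 named windows and loci had 665 values under alternatives: 630 kept their direction and side of the threshold, 35 kept their direction but lost the threshold, and 0 reversed. A further 5 values had no adjusted p from DESeq2. A window or locus that did not pass the low-count filter of an alternative gave no value there and is not in these counts.

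For the yields, Syn1Cre against Syn1CreNeg lost the threshold within the earlier (0.885) and the later label layout (0.283), where 3 animals against 3 cannot reach it. GFAPCre against GFAPCreNeg lost it among pool-sharing animals (0.270, exact p = 0.0571), with fewer animals. No split with GFAPCre higher gives a smaller p there. The Frontflip against FLEX difference passed it without Frontflip_GFAPCreNeg animal 1 (exact p = 0.0417). The difference of 1.24 also passed with the mean difference between constructs removed before permuting (permutation p = 1.42e-04, the smallest possible), since that permutation no longer shuffles the overall yield of the constructs. Leaving out each Frontflip animal gave values from 1.07 to 1.38.

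The replicate numbers were checked for pairing. The correlation of same-numbered animals' deviations ran from -0.63 to 0.51, and in no comparison did every pair exceed 0.1, so the numbers were not taken to pair animals. With the replicate block the yield differences were 0.584, 0.302, 1.54 and 0.249, and the Frontflip against FLEX difference of 1.24 passed the threshold (exact p = 0.0119). The SP1 gene-end differences were 12.2 at P28 (exact p = 0.125) and 15.02 at P10 (exact p = 0.25) under the block, where 4 and 3 pairs allow no smaller p. Under the replicate block Syn1Cre against GFAPCre gave 406 windows. The cause was not tested.

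For the window counts, removing the low-count filter gave 1007 for Syn1Cre against GFAPCre, 2822 for BrokenHeart and 1476 for Rbp4Cre_TRAP, where more windows were tested. A minimum of 2 reads gave 414 for Syn1Cre against GFAPCre, 231 for BrokenHeart, 323 for Rbp4Cre_TRAP and 168 for Frontflip. Distinct positions gave 327 for Syn1Cre against GFAPCre, 2919 for Syn1Cre and 648 for GFAPCre against their negatives, 149 for P28 against P10, 283 for BrokenHeart, 646 for Rbp4Cre_TRAP, 645 for Frontflip and 139 for the gene loci. The neuron list's median was 0.0825 at distinct positions (fry p = 0.0602). The cause was not tested for the read minimum or for distinct positions. Requiring at least 2-fold, which can only remove calls, left 209, 1739, 171 and 251 windows for Syn1Cre against GFAPCre, Syn1Cre and GFAPCre against their negatives, and P28 against P10. Windows of 200 kb gave 4801 for SP1 at P28, 3303 for SP1 at P10, 119 for Rbp4Cre_TRAP and 154 for Frontflip, with fewer windows tested, and 1436 for BrokenHeart, with more passing the filter. Windows of 10 kb gave 160 for BrokenHeart.

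Syn1Cre animals 1 to 3 alone gave 3091 windows and 1640 gene loci against GFAPCre, and an astrocyte median of -0.50 (fry p = 0.0173). Against Rbp4Cre_TRAP they gave 115 windows. Without Syn1Cre animal 5 there were 1919 windows and 849 gene loci against GFAPCre. These included all 639 windows and all 255 loci of the full set. Against Rbp4Cre_TRAP there were 524, including all 212. Without GFAPCre animal 3 there were 1750 windows against GFAPCreNeg, including 1034 of the 1040, and the pool-sharing animals with the pool as a block gave 212. DESeq2 gave 152 for P28 against P10. Camera, with its preset correlation, kept the astrocyte median of -0.30 and passed the threshold. The cause was not tested.

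Leaving out in turn each animal of the groups of 4 or fewer gave 3521 to 3803 windows for SP1 at P10, 35 to 626 for P28 against P10 and 182 to 1390 for BrokenHeart. It gave 93 to 143 for Rbp4Cre_TRAP and 0 to 237 for Frontflip, where the 0 came without Frontflip animal 3. In the BrokenHeart comparison without a C57bl6J animal, the lone animal is assumed to vary like the BrokenHeart animals.

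Depth limited several comparisons. Thinned to the shallowest animal, SP1 at P28 gave 1301 windows and SP1 at P10 gave 1302. Simulated 3-fold changes at or above the median total count were recovered in 37% of windows for Rbp4Cre_TRAP and 48.5% for SP1 at P10. Windows that did not pass there are therefore not shown to be alike.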

Other observations

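The tests of the share inside genes, at distinct positions, between the SP1 groups and for exchanged or wrong labels included, of Cre-negative sites listed for no other animal of their pool, and of Syn1CreNeg animals 4 to 6 beside 1 to 3 for carry-over, were chosen only after the result was seen. The other tests of carry-over, and those of depth, label layout, marker lists against Cre-negative animals and exchanged labels on windows were chosen after seeing the pattern each addresses, but before their own results. The ratio that decided the carry-over, depth and label layout tests was set after their values were known.

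Other splits of the same animals were counted for each comparison with at least 3 animals per group, the real split included. Where more than 100 splits were possible, 100 were drawn. As many windows came from 1 of 100 splits for Syn1Cre against GFAPCre, where the next highest gave 10 windows. It was 1 of 100 for Syn1Cre against Syn1CreNeg, where the next gave 4083 with Syn1Cre 5 and Syn1CreNeg 1 exchanged. It was 1 of 100 for SP1 at P28 and 1 of 84 for SP1 at P10 against Syn1Cre, and 1 of 35 for P28 against P10, where the next gave 317 with P28 animal 4 set against the other P28 animals. GFAPCre against GFAPCreNeg had 2 of 100. Rbp4Cre_TRAP had 3 of 100, with the highest count, 462 windows, where TRAP animal 3 was set with Syn1Cre animals 4 to 6. That split follows the label layout of the Syn1Cre animals; within the earlier layout the real comparison gave 115 windows. Frontflip against GFAPCre had 3 of 84, with up to 1009 windows where GFAPCre animals 2, 5 and 6 stood alone. For the gene loci of Syn1Cre against GFAPCre, 5 of 100 splits gave as many, up to 676 with Syn1Cre 5 and GFAPCre 5 exchanged. The real count of loci is therefore not set apart from other splits of the animals. The draw for the windows of that comparison may lack this exchange, so their count is not shown to be set apart from it. BrokenHeart against C57bl6J, with 2 animals in a group, was not split.

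The Syn1CreNeg animals carried insertions although they are labelled Cre-negative, and those of the later label layout carried 4.46 times as many as those of the earlier. With reads thinned to equal numbers the ratio was 3.79, which argues against sequencing depth as the whole cause. Reads carried over from libraries in the same pool were weighed as a source. Sites of Syn1CreNeg animals 1 to 3 recurred in GFAPCre animals of their pool 0.900 times as often as in GFAPCre animals outside it, with ratios of 0.891 for GFAPCre animal 1, 0.677 for animal 2 and 1.13 for animal 3. Sites of Syn1CreNeg animals 4 to 6, which were in another pool, gave 0.917, 0.724 and 1.12 for the same GFAPCre animals, so the highest ratio between the sets was 1.01. On average 36.6% of the sites of Syn1CreNeg animals 1 to 3 were listed for none of the 5 other animals of the pool. These values argue against carry-over as their main source, though a small share stays open. The animals set beside the Frontflip_GFAPCreNeg animals were all of their own pool. Within a group, Frontflip_GFAPCreNeg sites recurred in animals that shared a GEO sample with them on average 0.979 times as often as in those that did not, from 0.875 to 1.17, with 1 or 2 animals on each side. On average 32.9% of their sites were listed for none of the 8 other animals of the pool, from 28.6% to 36.1%, which argues against carry-over as the whole source. How much of the rest was carried over cannot be told apart from true recurrence of sites, because no animal outside the pool was compared. Syn1CreNeg animals 1 to 3 lay in another pool but were not set beside the Frontflip_GFAPCreNeg animals. Transposase made without Cre, and a difference between batches of virus or animals, remain open and were not tested.

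The window calls between Syn1Cre and GFAPCre could come from the label layout of the Syn1Cre animals. These layouts are also the 2 sequencing pools of that group. Syn1Cre animals 1 to 3 against 4 to 6 gave 96 windows in edgeR and 140 in DESeq2, against 639 in the real comparison, which argues against the layout as the whole source, though 3 animals a side have less power than 6. The pools of the Syn1Cre and GFAPCre animals remain confounded with the groups. Syn1Cre animal 5 had the fewest insertions of its group, 443158, and leaving it out raised the count to 1919. The cause was not tested.

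Cre-negative animals had a higher share of insertions inside genes than Cre-positive ones. It was 62.6% ± 0.283 in Syn1CreNeg and 58.3% ± 1.45 in Syn1Cre (SD, n = 6 each, exact two-sided p = 0.00216, adjusted over 8 tests 0.00433). It was 63.1% ± 0.921 in GFAPCreNeg and 59.6% ± 0.807 in GFAPCre (SD, n = 6 each, exact p = 0.00216, adjusted 0.00433). Both p-values are the smallest the design allows, and every Cre-negative animal lay above every Cre-positive one. Frontflip_GFAPCreNeg had 62.9% ± 1.01 and Frontflip_GFAPCre 57.5% ± 0.305 (SD, n = 3 each, exact p = 0.1, the smallest possible). At distinct positions the differences were 5.08 and 3.79 percentage points in the FLEX groups, which argues against repeated insertions at the same positions. A different mix of cell types may contribute. Neuron marker loci were higher in Syn1Cre than in Syn1CreNeg, with a median log2 fold change of 0.35 (fry p = 3.57e-04, 19 of 19 loci higher), as that hypothesis needs. Astrocyte loci were lower in GFAPCre than in GFAPCreNeg, with a median of -0.55 (fry p = 0.0218, 1 of 18 higher), opposite to what an astrocyte-restricted Cre would give. Astrocyte loci were also lower in Syn1Cre than in Syn1CreNeg (median -1.22, fry p = 0.00106), and neuron loci higher in GFAPCre than in GFAPCreNeg (median 0.15, fry p = 0.0372). The oligodendrocyte medians were 0.30 (fry p = 0.00584, direction down, mean -0.56) in Syn1Cre and 0.13 (fry p = 0.975, mean -0.08) in GFAPCre. Insertions at a marker locus are not its expression, so which cells carried the insertions stays open.

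Exchanging GFAPCre animal 3 and GFAPCreNeg animal 5 gave 1458 windows, more than the 1040 of the labels. Exchanged labels of these 2 animals were weighed on the windows called without them. With the Cre-negative mean at 0 and the Cre-positive mean at 1, GFAPCre 3 lay at 0.402 and GFAPCreNeg 5 at 0.418. With another GFAPCreNeg animal left out in place of 5, GFAPCre 3 lay between 0.279 and 0.385. It was thus nearer the Cre-negative mean in every case. With other animals left out, the other GFAPCre animals lay between 0.631 and 1.39 and the GFAPCreNeg animals other than 5 between -0.769 and 0.401. GFAPCreNeg 5 was the highest Cre-negative animal whichever GFAPCre animal was left out, and lay above GFAPCre 3, but nearer its own group and below the other GFAPCre animals. These windows alone leave an exchange open, because both animals lay between the groups. Inside genes lay 58.4% of the insertions of GFAPCre 3 and 62.4% of those of GFAPCreNeg 5, each on the side of its own label. The other GFAPCre animals ran from 59.0% to 60.4% and the other GFAPCreNeg animals from 62.2% to 64.5%. At distinct positions the 2 animals had 59.8% and 63.3%, with the others from 59.6% to 61.4% and from 63.5% to 65.6%. These shares argue against an exchange and against a wrong label of GFAPCre 3 alone. What placed GFAPCre 3 between the groups in these windows, a weaker Cre effect there among others, stays open.

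Between the SP1 groups the share inside genes was 56.7% ± 0.854 at P28 (SD, n = 4) and 51.0% ± 0.427 at P10 (SD, n = 3), an exact two-sided p of 0.0286, the smallest possible, and 0.0381 adjusted over 8 tests. At distinct positions the difference was 6.23 percentage points (59.3% against 53.1%, exact p = 0.0286), which argues against repeated insertions at the same positions. Other technical explanations, and a difference with age, which the group names give, stay untested.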
